A study of Homo sapiens and Mus musculus with 48 samples. Its data were reported in "DNA methylation repels binding of hypoxia-inducible transcription factors to maintain tumor immunotolerance" (2020).

How the data were processed

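The deposited lists comprise 6 human peak tables on hg19 and 2 mouse summit lists on mm10. Per the file headers and the labels, reads were aligned with Bowtie 0.12.8, duplicates were removed, replicates were pooled, and human peaks were called by the authors with MACS2 2.1.0.20140616 (2.1.1.20160309 for IgG) against pooled input at a calling cutoff of P = 0.05, with local background estimated over 1 and 10 kb. The −log10 P values are those MACS2 gave when the authors compared tags at each summit with the local background, as deposited. Fold enrichment at each summit, also as deposited by the authors, is the ratio of the pileup to that background. The pileup signal (height) at the summit was computed by the authors with MACS2 after the larger of the ChIP and input libraries had been scaled to the smaller, per the file headers. No value was rescaled, transformed or corrected here. The mouse lists carry neither P nor fold, so their threshold could not be changed and their summits could not be ranked. They were taken to stand at the study's own threshold, which could not be checked. The 12990 ESC positions match neither of the peak counts that the study reports for wild-type and Dnmt-TKO ESCs.

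Each list is 1 unit made from several libraries, and the 31 ChIP and 17 input libraries were not counted as replicates. Of the ChIP samples, 2 are re-sequencing runs of MCF7 replicates. The mouse ESC list is named for Dnmt triple-knockout cells, while the labels of 4 wild-type and 4 knockout libraries point to it, and it was therefore taken as a list of unsettled genotype. Peaks on the mitochondrial genome were excluded from every list. Human peaks were kept at P below 1e-15, the study's threshold. Fold and −log10 P were used to describe, rank and filter peaks within a list, never to measure a change between lists. The following choices were made before the data were examined: thresholds, gene lists, definitions of promoter and class, tests and their alternatives, and the rule for naming genes.

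Gene models were GENCODE v44 lifted to hg19 and GENCODE vM21 on mm10, with the GRCh37 and GRCm38 sequences. Start sites were those of protein-coding transcripts in the basic annotation set. A promoter reached from 2000 bp upstream to 500 bp downstream of a protein-coding start site (the study's definition), and a gene was bound if a peak (in mouse, a summit) overlapped any of its promoters. Regions were named after the protein-coding gene with the nearest start site, and their feature (coding exon, UTR, intron, non-coding gene or intergenic) is that of the summit.

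Promoter binding was tested for 18 gene lists: glycolysis, HIF pathway and feedback, angiogenesis with pH and iron, mitochondria and mitophagy, histone and DNA demethylases, collagen modification, the hypoxia metagene, AHR targets, luminal breast markers, melanocyte markers, renal markers, lung epithelial markers, cancer testis and germline genes, interferon and dsRNA response genes, imprinted genes, pluripotency genes, housekeeping genes and olfactory receptors. The members of the hypoxia metagene are those the study lists in its methods, and those of the other lists were written down from general knowledge of these pathways. Of the 261 listed symbols other than olfactory receptors, 258 matched a human gene and 249 a mouse gene. Members were compared with all other protein-coding genes by two-sided Fisher's exact test, adjusted by the Benjamini-Hochberg method over the 18 lists within each peak list. Within each list, genes were named in order of fold, up to 30 per comparison, with the 5 strongest regions of each class and the 5 reference genes. Names outside this rule, such as the IgG peaks at promoters, were chosen after the values had been seen.

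Overlap of 2 lists, by at least 1 bp for human peaks and by summits within 500 bp for mouse, was compared with 100000 random circular shifts of the second list along each chromosome. The two-sided permutation p has 2e-05 as its smallest value and was adjusted over the 6 pairs of lines and over the 5 comparisons with IgG. For classes, the peaks of MCF7, RCC4 and SK-MEL-28, or of vehicle- and aza-treated MCF7, were merged into regions. A list was present in a region with a peak at P below 1e-15, absent with no peak at P below 1e-05, and unclassified in between. The share of regions with a summit within 2 kb of a protein-coding start site was compared by Fisher's exact test, adjusted over 5 comparisons, and so was the share with RCGTG. A summit counted as carrying RCGTG, on either strand, if the motif lay within 100 bp. Windows of the same size 3 kb away on both sides served as the control. Mouse summits were called repetitive if the base was soft-masked. That test was not run in human, because the human sequence used here is not soft-masked.

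Shares are given with 95% Wilson intervals. Intervals of odds ratios are Woolf (log) intervals with 0.5 added to each cell. Where strength was matched, regions were weighted within 5 bins of −log10 P, with intervals from 2000 bootstrap draws. No test was made between conditions, because replicates are pooled in the lists, and differences between lists in promoter counts were not tested either. An adjusted p below 0.05 was called past the threshold.

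The methods were tried on made-up data. Shift counts differed from a plain count in 0 of 20 trials. Of 200 pairs of unrelated lists 4% had a p below 0.05, and so had 3.5% of 1000 random lists of 15 genes. A list of 15 genes with a true bound share of 50% was found in 67% of trials. All 1000 planted RCGTG sites were found, and 900 of 900 simulated regions were classed as made. Alternatives tried were P of 1e-10, 1e-20 and 1e-30, overlap of at least 50% of both peaks, classes by fold (above 4 present, up to 2.5 absent), by other rules for absence and by equal list size, distances of 5 and 50 kb, motif windows of 50 and 250 bp, ACGTG alone, controls 10 kb away, start sites of all genes, autosomes alone, mouse summits within 200 bp, and removal of peaks that overlap IgG peaks. For classes with equal list size, only presence was trimmed, and absence was still called from the full lists. For pairs of lines, the longer list was also set against random draws from its own weaker peaks, short of the study threshold. The share of CpGs inside RCGTG was added after the data had been seen. Computation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0, pysam 0.24.0, matplotlib 3.10.9 and samtools 1.23.1.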

Results

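HIF1β (ARNT), the protein that the hypoxia-inducible factors (HIFs) need as a partner to bind DNA, was mapped by chromatin immunoprecipitation and sequencing (ChIP-seq) in cells kept at 0.5% oxygen for 16 h. The 48 samples comprised 31 immunoprecipitated samples and 17 inputs of sheared chromatin. Of the 31, 2 are re-sequencing runs of MCF7 replicates already counted, which leaves 29 distinct ones. They came from MCF7 (a luminal breast cancer line), RCC4 (a clear cell renal carcinoma line that lacks functional VHL), SK-MEL-28 (a melanoma line), A549 (a lung adenocarcinoma line), mouse embryonic stem cells (ESCs) and 4T1 (a mouse mammary carcinoma line). MCF7 cells had received for 72 h either the vehicle DMSO or 1 µM aza (5-aza-2′-deoxycytidine, an inhibitor of DNA methyltransferases), and an unspecific IgG immunoprecipitation served as the background in MCF7. Each of the 8 deposited lists pools the replicates of its line or treatment, so no spread between replicates could be had, and the tests reported here compare positions in these lists, not conditions.

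At the study threshold, a −log10 P above 15, the list of MCF7 (vehicle-treated unless stated otherwise) held 7155 peaks from 3 ChIP replicates, 1 of them sequenced again, and 3 inputs. Aza-treated MCF7 held 11351 peaks from as many replicates and inputs, also with 1 replicate sequenced again. RCC4 held 2639 peaks (3 ChIP, 3 input), SK-MEL-28 held 16693 (4 ChIP, 4 input) and A549 held 6263 (3 ChIP, 3 input). The IgG list, from 1 ChIP and 1 input library, held 14. Summit lists of mouse cells held 12990 positions in ESCs and 4853 in 4T1 (4 ChIP libraries). The ESC list is named for Dnmt-TKO cells, which lack the DNA methyltransferases, but the labels of 4 wild-type and 4 Dnmt-TKO libraries all point to it, so which libraries it holds is not settled. Depth differed widely. The smaller of the pooled ChIP and input libraries, to which the peak caller scales the larger, held 4.16 M tags in MCF7, 4.06 M in aza-treated MCF7, 5.84 M in RCC4, 18.6 M in SK-MEL-28, 30.7 M in A549 and 9.08 M in the IgG list. Differences in the number of peaks between lines therefore cannot be read as differences in the number of bound sites. The vehicle and aza lists of MCF7 were alike in the smaller library, which was the input in both, but not in ChIP tags, with 7.97 M for vehicle and 4.28 M for aza. Human positions are on hg19 and mouse positions on mm10. The fold enrichment printed with a peak is the authors' own value over the local background. It describes and ranks peaks within 1 list only.

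**Figure D1:**
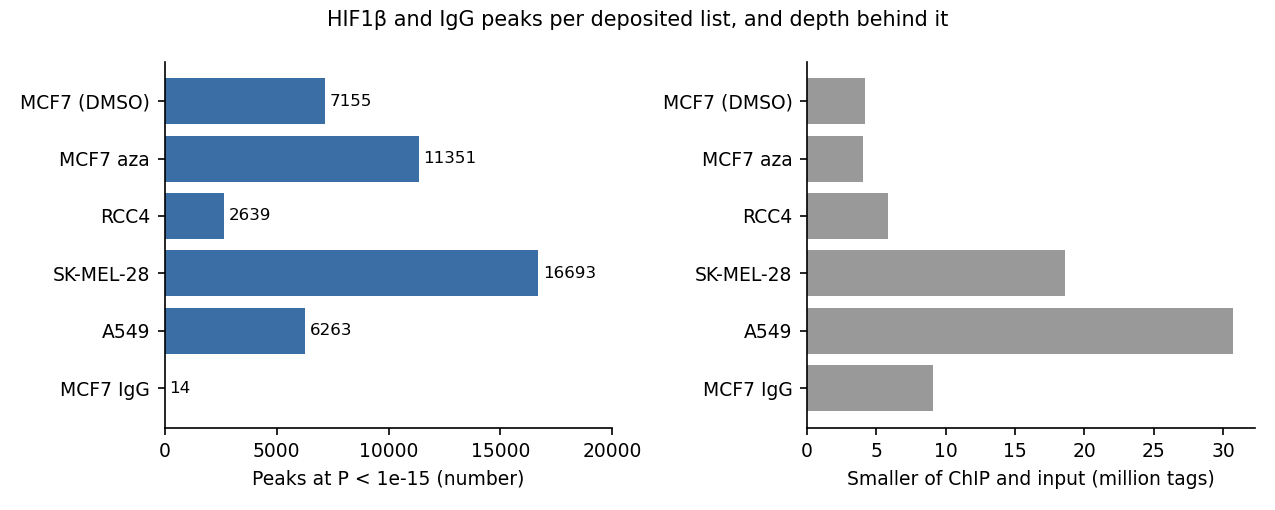
Peaks at the study threshold in each human list (left, number of peaks) and the tags in the smaller of its pooled ChIP and input libraries (right, M tags), 1 bar per list with no error bars because each list pools its replicates. SK-MEL-28 has the most peaks (16693) and A549 the most tags (30.7 M), while the IgG list has 14 peaks.

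Which genes of the hypoxia response carry HIF1β at their promoters was examined with gene lists fixed beforehand. Apart from the hypoxia metagene, these were written from general knowledge, include known HIF targets such as VEGFA and are not complete. A high share therefore describes the listed genes, not a pathway as a whole. They were compared with all other protein-coding genes, expressed or not. Promoters of the listed glycolytic genes were bound in nearly every case: 19 of 21 in MCF7, 19 in RCC4, 20 in SK-MEL-28 and 18 in A549. In all 4 lines, 18 of them were bound. In MCF7, the highest folds among them were at ENO1, which encodes a glycolytic enolase (fold 125, chromosome 1, positions 8937808 to 8939705, intron), PFKFB4, a regulator of glycolytic flux (fold 111, chromosome 3, 48593610 to 48595266, intron), HK2, the hexokinase that traps glucose in the cell (fold 104, chromosome 2, 75060469 to 75062657, in the divergent non-coding gene HK2-DT), with PGAM1 next, a phosphoglycerate mutase (fold 97.8, chromosome 10, 99185198 to 99186612, 144 bp upstream in the UTR of the neighbouring gene RRP12). Among the genes that regulate HIFs or respond to them in feedback, 10 of 13 promoters were bound in MCF7, 6 in RCC4, 9 in SK-MEL-28 and 7 in A549. These included MXI1, an antagonist of MYC (fold 75.4 in MCF7), CITED2, which competes with HIFs for their coactivator (70.8), BHLHE40, a transcriptional repressor (61.3), and EGLN1, an oxygen-sensing prolyl hydroxylase (59.5). All 6 genes of collagen modification were bound in MCF7, led by LOX, which crosslinks collagen (fold 80.3, chromosome 5, 121412142 to 121414491, intron), and the prolyl hydroxylase P4HA1 (72.0). RCC4 had 4 of them bound, SK-MEL-28 5 and A549 5. Of 10 histone and DNA demethylases, 9 were bound in MCF7, 5 in RCC4, 9 in SK-MEL-28 and 8 in A549. The H3K9 demethylase KDM3A stood at the top in MCF7 (fold 112, chromosome 2, 86667568 to 86669580, UTR), followed by KDM4B (88.4) and KDM6B (81.7).

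The hypoxia metagene, a set of 14 genes induced in many hypoxic tumours, had 12 members bound in MCF7, 10 in RCC4, 13 in SK-MEL-28 and 13 in A549, among them, beside ENO1 and PGAM1, LDHA, which makes lactate from pyruvate (fold 96.0 in MCF7, chromosome 11, 18415266 to 18416751, intergenic, 77 bp from the start site). For angiogenesis, pH and iron, 9 of 16 promoters were bound in MCF7, 5 in RCC4, 6 in SK-MEL-28 and 9 in A549. The highest in MCF7 were ANGPTL4, a secreted inhibitor of lipoprotein lipase (fold 57.4), STC2, a secreted glycoprotein (51.7), and TFRC, the transferrin receptor (46.2). Bound in all 4 lines were ANGPTL4, TFRC and VEGFA, the main angiogenic growth factor. Of 6 genes of mitochondria and mitophagy, 4 were bound in MCF7, 3 in RCC4, 4 in SK-MEL-28 and 3 in A549. BNIP3L (fold 100.5) and BNIP3 (94.5), both receptors for mitophagy, stood at the top in MCF7. Across all protein-coding genes, the bound share was 25.02% in MCF7, 7.32% in RCC4, 42.4% in SK-MEL-28 and 19.2% in A549. Against the other genes, glycolysis was bound more often in each line (two-sided Fisher's exact test, Benjamini-Hochberg adjusted over the 18 lists of each peak list), with adjusted p = 3.96e-09 in MCF7, 7.80e-19 in RCC4, 2.67e-06 in SK-MEL-28 and 7.90e-10 in A549. The angiogenesis, pH and iron list passed Fisher's exact test in MCF7 (adjusted p = 0.0150), RCC4 (0.0118) and A549 (0.00322) and not in SK-MEL-28 (0.850). Feedback genes likewise passed in MCF7 (3.51e-04), RCC4 (7.50e-04) and A549 (0.0110) and not in SK-MEL-28 (0.230). The mitochondrial list passed in RCC4 (0.0149) and not in MCF7 (0.0678), SK-MEL-28 (0.570) or A549 (0.138). The demethylases passed in all 4 lines, at adjusted p of 1.33e-04 in MCF7 and 0.00993 in SK-MEL-28, and so did the metagene, at 1.93e-05 and 5.52e-04. Collagen genes passed in MCF7 (5.51e-04), RCC4 (0.00115) and A549 (0.00336) and not in SK-MEL-28 (0.230). Of 14 housekeeping genes, 6 were bound in MCF7, 3 in RCC4, 9 in SK-MEL-28 and 5 in A549, in no line past the threshold. Olfactory receptor genes, which these cells are not known to use, were bound at 0 of 391 promoters in MCF7, RCC4 and SK-MEL-28 and at 1 in A549 (adjusted p = 9.21e-49 in MCF7, Fisher's exact test).

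**Figure D2:**
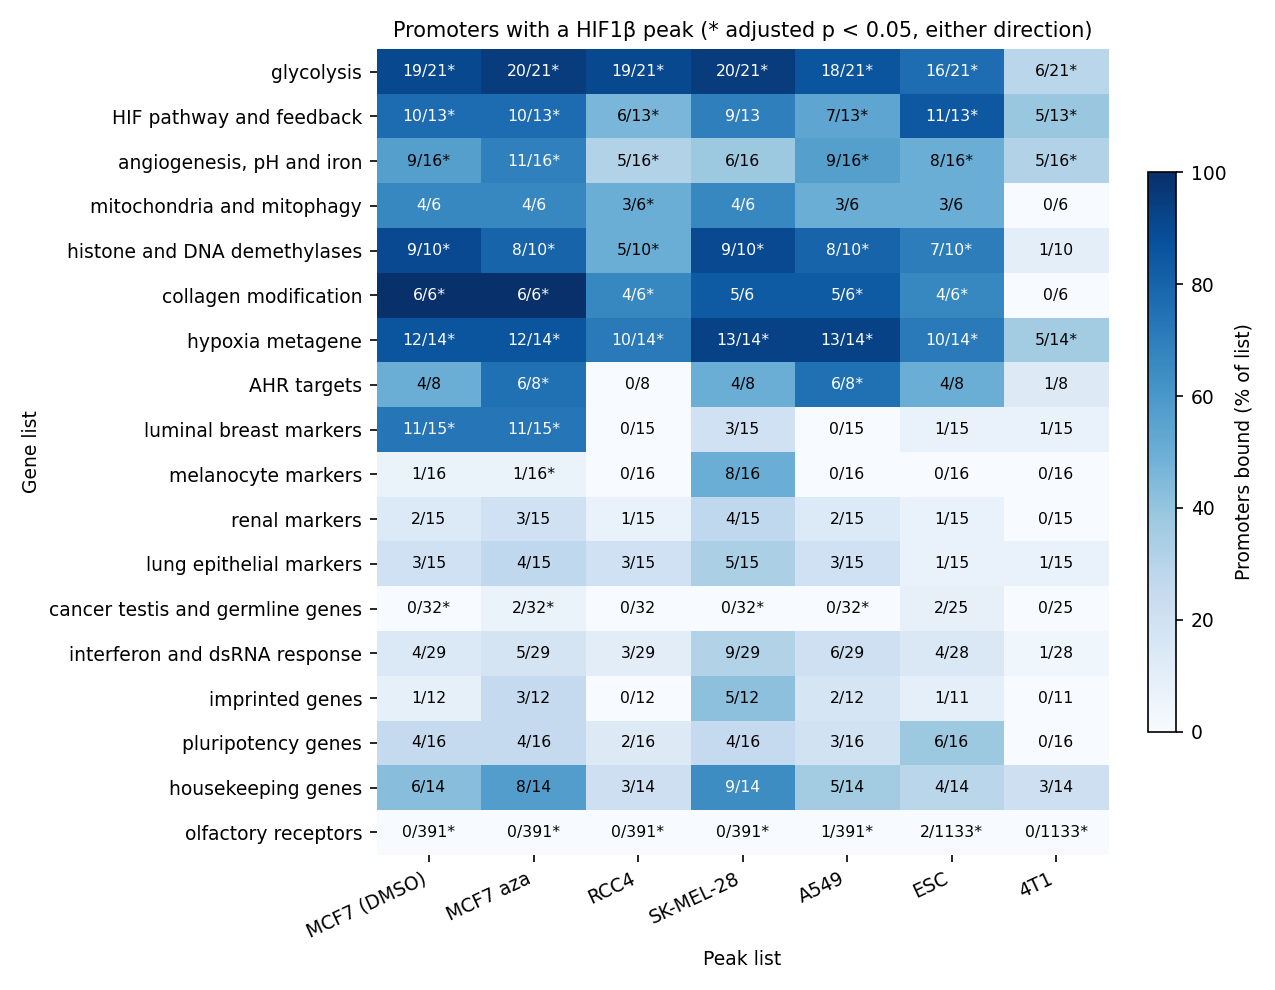
Share of the promoters of each fixed gene list that hold a HIF1β peak (percent, colour and number in each cell), with the gene lists as rows and the peak lists as columns. Glycolysis is bound at 90.5% in MCF7 and 90.5% in RCC4, and the cancer testis and germline genes at 0% in both.

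EGLN3, CA9, VEGFA, BNIP3 and ALDOA were taken as reference HIF targets in every list. The promoters of VEGFA, BNIP3 and ALDOA, which encodes a glycolytic aldolase, held a peak in all 4 human lines. At CA9, a carbonic anhydrase that regulates pH, the summit lay 30 bp from the start site in MCF7 (fold 24.7, chromosome 9, 35673441 to 35674657, within an intron of ARHGEF39), and peaks stood there in SK-MEL-28 (14.6) and A549 (10.4). RCC4 had only a weaker peak at the CA9 promoter (fold 8.11, −log10 P 12.9), short of the threshold. EGLN3, another oxygen-sensing prolyl hydroxylase, had no peak in any human list at the promoters used here. A longer annotated EGLN3 transcript, which begins further upstream, was not among the start sites used, and distances are given from the others. Instead, a site in its intron (chromosome 14, 34407229 to 34408131, 12.3 kb downstream of the start site) was bound in MCF7 at fold 108 and in A549 at fold 35.7, while RCC4 and SK-MEL-28 had no peak of any P there. A site 109 kb upstream (34529214 to 34529927 in RCC4, in an intron of a longer EGLN3 transcript) was bound in MCF7 (fold 59.8), RCC4 (30.8), SK-MEL-28 (51.3) and A549 (22.3).

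**Figure D3:**
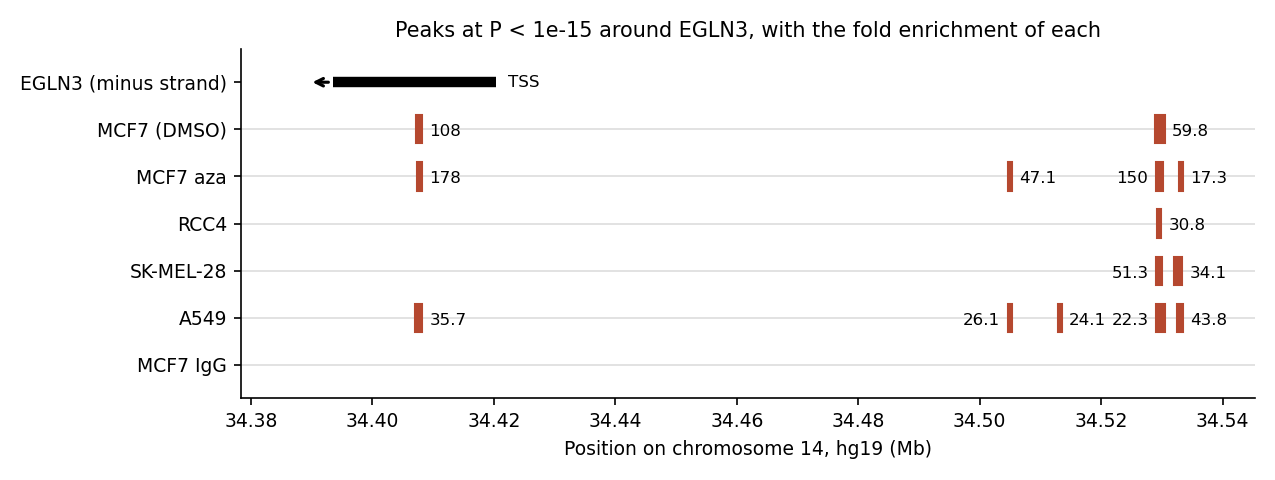
Peaks at the study threshold (red boxes, drawn to scale, each with its fold enrichment) around EGLN3 on chromosome 14 of hg19, with position in Mb on the x axis and 1 row per list. The intron site starting at 34407229 in MCF7 is also present in aza-treated MCF7 and A549, and the upstream site starting at 34529214 in RCC4 in every HIF1β list.

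Whether HIF1β occupies the same positions in different cell types was addressed by comparing the lists in pairs. Of the 2639 RCC4 peaks, 1480 overlapped an MCF7 peak by at least 1 bp (56.1%, 95% Wilson interval 54.2 to 58.0%), 1719 overlapped SK-MEL-28 (65.1%) and 1593 overlapped A549 (60.4%). MCF7 and SK-MEL-28 shared 4843 of the 7155 MCF7 peaks (67.7%), A549 and MCF7 shared 3634 of the 6263 A549 peaks (58.0%), and A549 and SK-MEL-28 shared 4452 (71.1%). These are shares of the shorter list. Shares of the longer list were lower, from 10.1% (SK-MEL-28 peaks that overlap RCC4) to 50.1% (MCF7 peaks that overlap A549). Peaks moved by random circular shifts along the chromosomes gave 0.598% for RCC4 in MCF7 and at most 1.47% for any of the 6 pairs. All 6 overlaps exceeded chance at an adjusted p of 2e-05, the smallest that the 100000 resamples of this two-sided permutation test allow. The shifts run over whole chromosomes and do not keep peaks near start sites. The test therefore does not separate shared HIF1β sites from a common preference for such places. The IgG list, given below, passed it as well against every HIF1β list but A549. The same limit applies to the overlaps with aza, with IgG and between the mouse lists. With equal numbers of peaks from each list, the shares fell to between 40.5% (RCC4 and SK-MEL-28) and 52.3% (MCF7 and A549). Intervals here and in all that follows cover counting error only.

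Regions bound in every line and regions bound in a single line differed in where they lie. The peaks of MCF7, RCC4 and SK-MEL-28 merged into 19741 regions, in each of which a line was called present (a peak at the study threshold), absent (no peak with −log10 P above 5) or unclassified. Shared regions, present in all 3 lines, numbered 1324 and were led in MCF7 by a site near GPI, a glycolytic isomerase (fold 129, chromosome 19, 34849635 to 34851148, in a non-coding gene 5.37 kb upstream of the start site). ENO1 followed, with ZNF395 (fold 123, 25.6 kb upstream, within an intron of FBXO16), ZNF292 (fold 121, chromosome 6, 87864446 to 87866355, intron) and C4orf3 (fold 119, chromosome 4, 120219997 to 120222402, intron). MCF7-specific regions numbered 1404. Apart from the EGLN3 intron, the strongest were an intergenic site 29.3 kb from CARTPT, a neuropeptide gene (fold 99.1, chromosome 5, 71043943 to 71045181), and one 8.02 kb upstream of KRT19, a luminal keratin (fold 94.1, chromosome 17, 39692038 to 39693642). Next came a coding exon of TMPRSS3 10.0 kb upstream of TFF1, an estrogen-responsive secreted peptide (fold 84.3, chromosome 21, 43795705 to 43797336), and a site 17.1 kb upstream of EDN2, an endothelin (fold 82.6, chromosome 1, 41965881 to 41967913). RCC4-specific regions numbered 533, with introns of PDE10A, a cyclic nucleotide phosphodiesterase (fold 41.1, chromosome 6, 166104063 to 166106136), and CARD10 (39.3) at the top. They also included a different site 14.3 kb upstream of EDN2 (fold 38.1, chromosome 1, 41964263 to 41965290), an intron of PRKAG2, a regulatory subunit of AMPK (37.4), and a site within HECW1 nearest to STK17A (33.1). SK-MEL-28-specific regions numbered 6905. These were led by an intron of TNFRSF14, a receptor of the TNF family, 537 bp from its start site (fold 119, chromosome 1, 2486205 to 2493994), an intron of CUBN, an endocytic receptor (fold 110.2, chromosome 10, 17027586 to 17029506), and intergenic or non-coding sites near the glucose cotransporter gene SLC5A9 (100.5), the amino acid transporter gene SLC1A4 (95.8) and the collagen gene COL2A1 (91.9).

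Shared regions had their summit within 2 kb of a protein-coding start site in 80.4% of cases (Wilson interval 78.1 to 82.4%), against 16.2% of MCF7-specific, 11.6% of RCC4-specific and 12.7% of SK-MEL-28-specific regions. The odds ratio against the shared class was 0.0471 for MCF7 (95% interval 0.0389 to 0.0575, Fisher's exact test, adjusted p = 3.04e-266), 0.0322 for RCC4 (0.0241 to 0.0436, adjusted p = 2.65e-174) and 0.0355 for SK-MEL-28 (0.0305 to 0.0414). A further 8249 regions were unclassified in at least 1 line. The number in each class depended on the rule for presence. With the limits that the study set on fold (above 4 present, up to 2.5 absent), applied here to the fold of the peak caller, 6157 regions counted as shared. With equal numbers of peaks from each list, and absence still called from the full lists, SK-MEL-28-specific regions fell to 588.

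**Figure D4:**
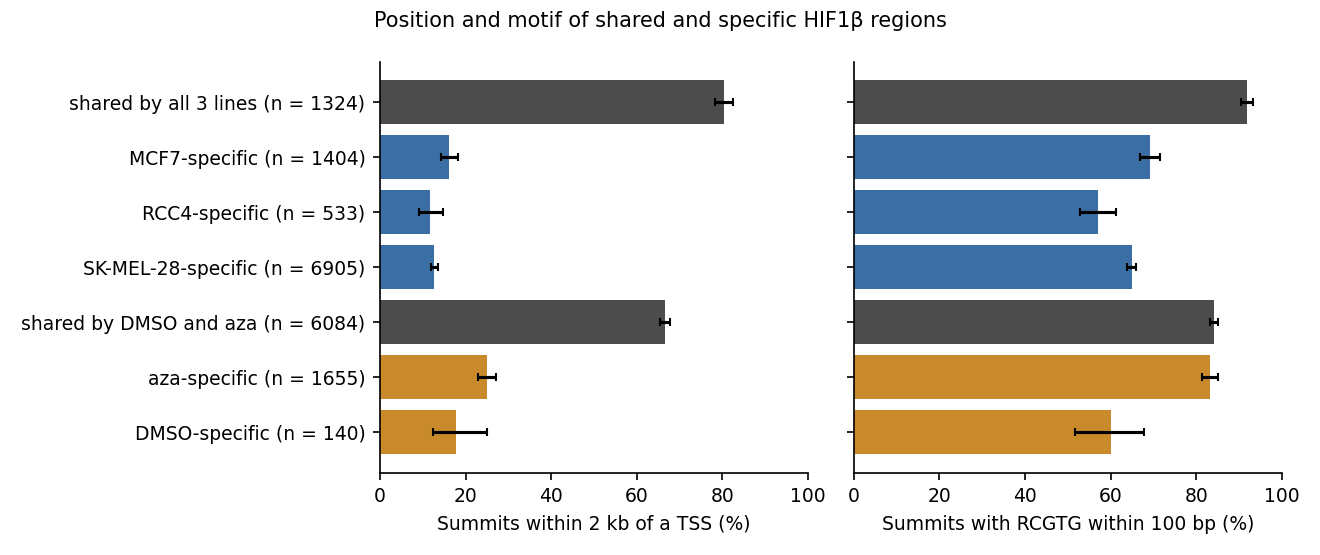
Share of regions (percent, with 95% Wilson intervals as error bars) whose summit lies within 2 kb of a protein-coding start site and share with RCGTG within 100 bp of the summit, for each class of region. Shared regions stand at 80.4% near a start site and every class specific to 1 line at or below 16.2%.

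Markers of each line's tissue of origin were compared in the same way. In MCF7, 11 of 15 promoters of luminal breast markers were bound (adjusted p = 3.51e-04, Fisher's exact test). The same peak (fold 21.9, chromosome 12, 53342420 to 53343124, intron) counted for both KRT18 and KRT8, the simple epithelial keratins. Its summit lay 104 bp from a KRT18 start site and 834 bp from a KRT8 start site. Others among the 11 were XBP1, a transcription factor of the unfolded protein response (21.2), SPDEF, an epithelial transcription factor (20.9), and ERBB3, a receptor tyrosine kinase (18.3). Luminal markers had 3 bound promoters in SK-MEL-28 and 0 in RCC4 and A549. Of 16 melanocyte markers, 8 were bound in SK-MEL-28 (DCT, EDNRB, MITF, OCA2, S100B, SLC45A2, SOX10 and TRPM1). MITF, the master regulator of melanocytes, was highest (fold 44.02, chromosome 3, 69787263 to 69791071, intergenic). MCF7 had 1, which was MITF as well (fold 11.2), and RCC4 and A549 had 0. That list did not pass the exact test in SK-MEL-28 (adjusted p = 0.740) until the promoter was widened to 5 kb on both sides of the start site (81.2% bound, adjusted p = 0.0183). Renal markers gave 1 of 15 in RCC4 (PAX8, a kidney transcription factor, fold 9.81, chromosome 2, 113997689 to 113999024, intron), 2 in MCF7, 4 in SK-MEL-28 and 2 in A549. The PAX8 promoter was bound in SK-MEL-28 and A549 too. Lung epithelial markers gave 3 of 15 in A549 (ABCA3, MUC1 and NKX2-1), 3 in MCF7, 3 in RCC4 and 5 in SK-MEL-28, with no list past the threshold. Those bound in A549 were also bound in MCF7 and SK-MEL-28. The difference between lines in any of these counts was not tested.

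Where HIF1β binding differs with aza in MCF7 was examined by setting the aza list against the vehicle list. Of the 7155 vehicle peaks, 6117 overlapped an aza peak (85.5%, Wilson interval 84.7 to 86.3%, against 1.01% by chance, adjusted permutation p = 2e-05, the smallest possible). Both lists merged into 12229 regions. Shared were 6084, aza-specific 1655 and DMSO-specific 140, while 3452 were present with aza and unclassified with vehicle, and 898 the reverse. An intron of C7orf50, 17.0 kb from the start site of CYP2W1, a cytochrome P450 gene, was the strongest aza-specific region (fold 154, chromosome 7, 1039000 to 1040890). It was followed by a site in a non-coding gene 49.7 kb upstream of TMEM63B (fold 149, chromosome 6, 44043817 to 44045383), the UTR of NDUFA4L2, which lowers the activity of mitochondrial complex I (fold 123, chromosome 12, 57628603 to 57630119). Next were an intergenic site 48.8 kb upstream of SLC2A1, the glucose transporter GLUT1 (fold 97.8, chromosome 1, 43472848 to 43474057), and a coding exon of TGFB1, which encodes the growth factor TGFβ1, nearest to TMEM91 (fold 72.6, chromosome 19, 41836754 to 41837298). At this NDUFA4L2 region the vehicle list had a weak peak (fold 3.63, −log10 P 4.08), and A549 was bound at fold 21.6. The NDUFA4L2 promoter itself was bound with vehicle (fold 13.3, chromosome 12, 57633718 to 57635066, intron, 102 bp from the start site) and with aza (15.2). The SLC2A1 site had no peak of any P in the other lists. DMSO-specific regions included an intron of ZNF407 (fold 20.8, chromosome 18, 72618030 to 72618554), intergenic sites near XYLT1 (17.95) and SOX1 (17.9), the UTR of VOPP1 (17.1) and an intron of MAP3K5 near MAP7 (16.6).

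By promoter, 298 genes were bound with aza and absent with vehicle, 20 the reverse and 4479 were bound in both. Members of the fixed lists among the 298 were EPO, the hormone of red cell production (fold 11.9, chromosome 7, 100317928 to 100318530, UTR), ETV5, a transcription factor of lung epithelium (13.5), MAEL, a germline gene that represses transposons (9.54), and PEG10, an imprinted gene derived from a retrotransposon (13.5). MAEL was close to both limits, with a −log10 P of 15.4 with aza and a weak vehicle peak (fold 3.89, −log10 P 4.08). The promoters of ETV5 and PEG10 were also bound in SK-MEL-28. SPDEF was the list member among the 20. No list was enriched among the aza-only genes (lowest adjusted p = 0.0909, Fisher's exact test, for the olfactory receptors, of which 0 were gained). Genes already bound with vehicle could not be gained but stayed in the test, and 6 of 6 collagen and 19 of 21 glycolytic genes were bound in both. Only 298 of 19785 genes were aza-only, and most lists are short. This test therefore cannot decide whether aza uncovers genes of these lists. Among all protein-coding genes 35.2% were bound in the aza list, against 25.02% with vehicle. Counted in the aza list as a whole, 20 of 21 glycolytic genes were bound, 10 of 13 feedback genes, 11 of 16 genes of angiogenesis, pH and iron, 4 of 6 mitochondrial genes, and 8 of 10 demethylases. So were 6 of 6 collagen genes, 12 of 14 metagene members, 8 of 14 housekeeping genes and 0 of 391 olfactory receptors. Luminal markers had 11 of 15 bound (adjusted p = 0.0112, Fisher's exact test), melanocyte markers 1 of 16 (0.0285), renal markers 3 of 15 and lung markers 4 of 15. AHR targets, the genes of the xenobiotic response whose receptor also pairs with HIF1β, had 6 of 8 bound with aza (adjusted p = 0.0424, Fisher's exact test), 4 with vehicle, 4 in SK-MEL-28, 6 in A549 (0.00322) and 0 in RCC4. In the aza list these were AHRR, CYP1A1, CYP1B1, NFE2L2, NQO1 and TIPARP. CYP1B1, a cytochrome P450, was highest (fold 52.5, chromosome 2, 38303151 to 38304896, intron). The AHR, luminal and melanocyte calls in the aza list were lost when a gene was assigned any summit within 50 kb (exact test, adjusted p = 0.254, 0.0808 and 0.289). So were its calls for angiogenesis, pH and iron (0.0586) and for collagen (0.158).

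Genes that DNA methylation can keep silent were examined next. Cancer testis and germline genes had 0 of 32 promoters bound in MCF7 (Fisher's exact test, adjusted p = 3.51e-04, fewer than other genes), SK-MEL-28 (3.30e-07) and A549 (0.00531), and 2 with aza, DDX43 and MAEL (0.00120, also fewer). RCC4 had 0 of 32 too, which did not pass the exact test (adjusted p = 0.276). Of 29 interferon and double-stranded RNA response genes, 4 were bound in MCF7, 5 with aza, 3 in RCC4, 9 in SK-MEL-28 and 6 in A549, in no list past the threshold. Imprinted genes gave 1 of 12 in MCF7, 3 with aza (GNAS, PEG10 and PLAGL1), 0 in RCC4, 5 in SK-MEL-28 and 2 in A549, again in no list past the threshold. Pluripotency genes gave 4 of 16 in MCF7, 4 with aza, 2 in RCC4, 4 in SK-MEL-28 and 3 in A549, in each case including KLF4 and KLF5. Aza-specific regions lay within 2 kb of a start site in 24.9% of cases, DMSO-specific in 17.9% and shared in 66.5%. Relative to shared regions, the odds ratio was 0.167 for aza-specific (95% interval 0.148 to 0.189, Fisher's exact test, adjusted p = 4.31e-204) and 0.110 for DMSO-specific regions (0.0722 to 0.171, adjusted p = 1.67e-31). The count of aza-specific regions ranged widely with the rule, from 339 at a −log10 P of 30 to 5107 when any region without a vehicle peak at the study threshold counted as absent.

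RCGTG, the core motif to which HIFs bind, was counted within 100 bp of each summit and in windows 3 kb away on both sides. It stood at 81.8% of MCF7 summits (Wilson interval 80.9 to 82.7%) against 24.98% of flanking windows, and at 80.2% against 26.6% with aza, 80.1% against 24.8% in RCC4, 75.5% against 23.2% in SK-MEL-28 and 87.0% against 24.0% in A549. Odds ratios ranged from 10.2 in SK-MEL-28 (95% interval 9.74 to 10.6) to 21.1 in A549 (19.4 to 22.9). IgG summits were not enriched, with RCGTG at 6 of 14 against 8 of 28 windows (exact p = 0.490). Over whole peaks, MCF7 had 4.31 RCGTG per kb against 1.08 in the rest of the genome, a ratio of 3.98. Shared regions of the 3 lines held the motif at 92.0% of summits, MCF7-specific at 69.3%, RCC4-specific at 57.04% and SK-MEL-28-specific at 64.9%, each lower than shared (odds ratios of 0.196, 0.116 and 0.161, all adjusted p at or below 9.50e-53). In MCF7, 83.3% of aza-specific summits and 84.2% of shared summits held it, against 84 of 140 DMSO-specific ones (Fisher's exact test, odds ratio of aza- to DMSO-specific 3.33, 95% interval 2.33 to 4.79, adjusted p = 4.88e-10). The classes also differed in CpG, which RCGTG contains. Shared summits of the 3 lines had a median of 22 CpGs per window, against 6 (MCF7-specific), 4 (RCC4-specific) and 4 (SK-MEL-28-specific). In the aza comparison the median was 18 at shared, 10 at aza-specific and 4 at DMSO-specific summits. Regions present with aza and unclassified with vehicle held RCGTG at 72.0%, with a median of 18. These class differences were not corrected for CpG. Summits as a whole are also rich in CpG, with 16.6 per window in MCF7 against 3.25 in the flanks. Counted per CpG, the direction against flanks turned in MCF7, where 9.36% of CpGs at summits and 9.74% in flanks lay in RCGTG. It turned with aza as well and held in RCC4 (10.5 and 9.26%), A549 (10.9 and 9.57%), ESCs (15.2 and 9.89%) and 4T1 (13.9 and 10.1%), while in SK-MEL-28 the shares were 9.94 and 9.82%. Flanks hold far fewer CpGs than summits, so this measure does not show that CpG content accounts for the motif. Of shared promoter summits, 92.74% held RCGTG, against 47.12% of unbound start sites with as many CpGs. The limits of that comparison are given below.

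**Figure D5:**
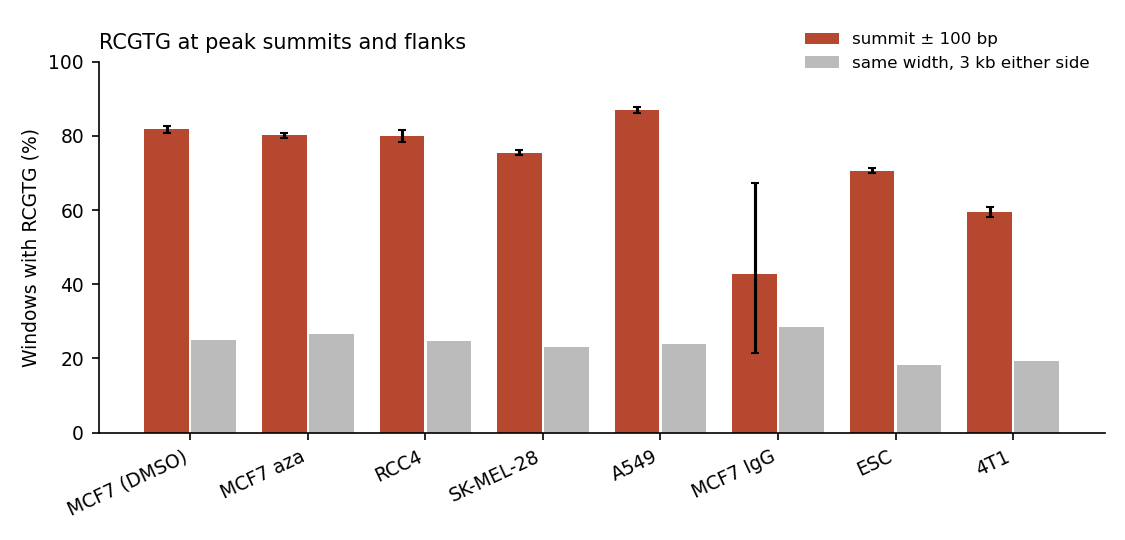
Share of summits with RCGTG within 100 bp and of windows 3 kb away (percent, error bars are 95% Wilson intervals), for each of the 8 lists. In the 7 HIF1β lists the summit share lies between 59.5% (4T1) and 87.0% (A549), and the window share between 18.2% and 26.6%.

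The IgG library gave the background of the assay, although its antibody label names HIF1β while its title names IgG. Its 14 peaks overlapped 2 peaks in MCF7 (adjusted permutation p = 0.00923), 7 with aza (5e-05), 9 in RCC4 (5e-05), 2 in SK-MEL-28 (0.0368) and 1 in A549 (0.107). The 9 in RCC4 had folds of 4.16 to 9.04 and 0 of them lay within 2 kb of a start site. Elsewhere, IgG peaks stood at the promoters of GRHL2, an epithelial transcription factor (fold 5.94 with IgG, 37.9 in MCF7 and 69.4 with aza, chromosome 8, 102504625 to 102505098), of NADK, which makes NADP (9.01 with IgG), and of STRBP (10.8 with IgG).

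In mouse cells, the question was which sites ESCs share with a tumour line and whether the others lie in repeats. Because it is not settled whether the ESC list holds wild-type cells, Dnmt-TKO cells or both, the genotypes were not compared. Of 4853 4T1 summits, 1060 had an ESC summit within 500 bp (21.8%, Wilson interval 20.7 to 23.03%, against 0.531% by chance, permutation p = 2e-05, the smallest possible). Among all protein-coding genes 19.1% were bound in ESCs and 5.08% in 4T1. Glycolytic promoters were bound at 16 of 21 genes in ESCs (adjusted p = 2.06e-07, Fisher's exact test) and at 6 in 4T1 (0.00214), namely Aldoa, Aldoc, Eno2, Pfkfb3, Pfkp and Tpi1. Feedback genes were bound at 11 of 13 in ESCs (3.84e-06) and at 5 in 4T1 (0.00214), where Egln3 had a summit 70 bp from its start site (chromosome 12, 54203930). ESCs instead had one in the Egln3 intron 11.7 kb downstream (54192142). Vegfa and Aldoa promoters had a summit in both lists, while those of Car9 and Bnip3 had one in the ESC list and none in the 4T1 list. The remaining lists gave, in ESCs and 4T1, 8 and 5 of 16 for angiogenesis, pH and iron, 3 and 0 of 6 for mitochondria, and 7 and 1 of 10 for demethylases. They gave 4 and 0 of 6 for collagen, 10 and 5 of 14 for the metagene, 4 and 1 of 8 for AHR targets and 4 and 3 of 14 for housekeeping genes. Tissue markers gave 1 and 1 of 15 (luminal), 0 and 0 of 16 (melanocyte), 1 and 0 of 15 (renal) and 1 and 1 of 15 (lung).

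Pluripotency genes were bound in ESCs at 6 of 16 promoters (Klf4, Lin28a, Nanog, Pou5f1, Sox2 and Zfp42) and in 4T1 at 0. That list did not pass the exact test in ESCs (adjusted p = 0.165) until the promoter was widened to 5 kb on both sides (62.5% bound, adjusted p = 0.00367). Germline genes gave 2 of 25 in ESCs (Rpl10l and Sycp3) and 0 in 4T1, interferon genes 4 and 1 of 28, imprinted genes 1 (Peg10) and 0 of 11, and olfactory receptors 2 and 0 of 1133. ESC summits without a 4T1 partner lay on soft-masked, repetitive bases in 21.6% of cases, against 12.8% of those with one (odds ratio 1.87, 95% interval 1.55 to 2.24, Fisher's exact p = 2.27e-12) and 29.5% of positions 3 kb away. They lay within 2 kb of a start site in 30.5% of cases, against 63.9% (Fisher's exact test, odds ratio 0.248, 95% interval 0.218 to 0.283, p = 5.01e-101). RCGTG was found at 70.7% of ESC summits against 18.2% of flanking windows and at 59.5% of 4T1 summits against 19.4%.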

Values the study reported

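The study reports 7153 HIF1β peaks in MCF7 and a 4.6-fold enrichment of RCGTG in them. Across MCF7, RCC4 and SK-MEL-28 it reports 6152 shared positions, with 1193 unique to MCF7, 437 to RCC4 and 5510 to SK-MEL-28. After aza it reports 1236 new peaks in MCF7.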

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

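Peaks on the mitochondrial genome were left out of every comparison. The RCC4 list had 8 of them at the study threshold and the ESC list 5, while the IgG list, which is from MCF7, had 0. No control list came from RCC4 or mouse ESCs, so whether these peaks are background was not tested.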

How the results depend on the processing

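No paired analysis was possible because the replicates are pooled in each deposited list. For the same reason, leaving out 1 replicate at a time and a replicate block were not possible, and the mouse lists carry no P with which to change their threshold.

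The number of peaks followed the threshold. At P of 1e-30, 3157 peaks remained in MCF7, 4798 with aza, 854 in RCC4, 10022 in SK-MEL-28 and 3233 in A549. At P of 1e-20, RCC4 kept 1631. With P of 1e-10, RCC4 rose to 5140 and the aza list to 17096. A stricter threshold removes peaks by construction.

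At the study threshold, overlap with IgG rested on few peaks. In MCF7 it fell to 0 at P of 1e-20 and to 0 at 1e-30, and in SK-MEL-28 likewise to 0 at both, 0 at 1e-20 and 0 at 1e-30. When at least 50% of both peaks had to overlap, 1 peak remained in SK-MEL-28, which no longer passed the permutation test (adjusted p = 0.0778), and 1 in A549, which then did (0.0435). A549 had 10 overlapping peaks at P of 1e-10, and 232 when IgG peaks at P of 1e-05 were used. Each threshold also changed the IgG list, which held 6 peaks at 1e-20, 4 at 1e-30, 59 at 1e-10 and 7165 at 1e-05. These counts therefore follow in part from list length. Of 25 calls under the alternatives, 17 stayed the same. Among them were those of MCF7, aza-treated MCF7, RCC4 and SK-MEL-28 at P of 1e-10 and with IgG peaks at 1e-05. For the 50% rule the cause was not tested.

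Shared regions of the 3 lines, 1324 in the report, became 839 at P of 1e-20, 454 at 1e-30, 2449 at 1e-10, 6157 by the fold rule and 818 with equal list sizes. MCF7-specific regions became 503 at 1e-30, 2395 at 1e-10, 2176 when absence meant no peak at the study threshold, 623 when it meant no peak of any P, 773 by fold and 394 with equal sizes. RCC4-specific regions became 263 at 1e-20, 98 at 1e-30, 1312 at 1e-10 and 332 when absence meant no peak of any P. SK-MEL-28-specific regions became 3342 at 1e-30, 11502 when absence meant no peak at the study threshold, 3745 with no peak of any P, 4299 by fold and 588 with equal sizes. The rules for absence shift these counts by construction. With equal sizes, absence was still called from the full lists, here and for aza below. For the fold rule the cause was not tested.

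In MCF7 with aza or vehicle, aza-specific regions became 847 at 1e-20, 339 at 1e-30, 4212 at 1e-10, 5107 when absence meant no peak at the study threshold, 906 with no peak of any P, 987 by fold and 645 with equal sizes. DMSO-specific regions became 49 at 1e-20, 6 at 1e-30, 444 at 1e-10, 1038 when absence meant no peak at the study threshold, 53 with no peak of any P and 53 by fold. Regions shared by both became 2697 at 1e-30, 9215 at 1e-10 and 10540 by fold.

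RCGTG was more frequent at summits with every window and control. Per CpG the direction turned in MCF7 (9.36% at summits, 9.74% in flanks) and with aza (9.06 and 9.67%), and the difference shrank in SK-MEL-28 (9.94 and 9.82%). That measure was added after the data had been seen. It sets summits against flanks with far fewer CpGs, so it does not show that CpG content accounts for the motif.

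Among the gene lists, assigning a gene any summit within 50 kb left 4 lists bound more often in the aza list, against 8 in the report. Lists bound less often rose from 1 to 2 in RCC4 and from 1 to 2 in ESCs. Of the calls on single lists, 408 of 432 stayed the same, 14 came to pass the threshold and 10 no longer did. The former include the mitochondrial list in MCF7 at P of 1e-20 (adjusted p = 0.0249, Fisher's exact test) and lung markers in RCC4 within 5 kb (0.0162). The call, though not always the value, was kept in 48 of 48 overlaps between lists, 15 of 15 comparisons of distance to start sites, 2 of 2 on repeats and 37 of 40 on RCGTG. With equal numbers of peaks, the overlap of RCC4 with MCF7 was 41.6%, of MCF7 with SK-MEL-28 47.1%, of A549 with MCF7 52.3%, of RCC4 with SK-MEL-28 40.5%, of RCC4 with A549 45.6% and of A549 with SK-MEL-28 45.3%.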

Other observations

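Motifs of other factors were looked for at the summits of each class, with 8 motifs and 10 comparisons that were chosen after the data had been seen. FOXA, the motif of a pioneer factor of luminal cells, stood at 6.55% of MCF7-specific summits against 2.52% of SK-MEL-28-specific ones (Fisher's exact test, odds ratio 2.71, 95% interval 2.099 to 3.52, adjusted p = 6.70e-12) and 1.69% of RCC4-specific ones (8.26e-06). GATA, the motif of a family with another luminal factor, was rarer at MCF7-specific summits (5.48%) than in their flanks (9.19%, exact test, adjusted p = 5.09e-05), and so it was at SK-MEL-28-specific ones (9.07 and 11.9%, 1.61e-09). It was rarer at summits shared by the 3 lines too (1.51 and 10.3%). The sequence searched is rich in A and T, and base composition was not corrected for. The study itself reports that GATA3 binding sites in MCF7 overlapped MCF7-specific HIF1β peaks. SOX, the motif of a family that includes the melanocyte factor SOX10, stood at 4.26% of SK-MEL-28-specific and 1.35% of MCF7-specific summits (adjusted p = 2.85e-08, exact test), and at 1.69% in RCC4 (0.00251). PAX8 stood at 1.88% of RCC4-specific summits against 0.712% in MCF7 (exact test, adjusted p = 0.0443) and 1.07% in SK-MEL-28 (0.130). ETS stood at 9.82% of summits shared by the 3 lines and at 1.78% of MCF7-specific ones (adjusted p = 8.62e-20, exact test).

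More frequent than FOXA, SOX or PAX8 at the summits specific to 1 line was TEAD, at 12.9% in MCF7, 18.2% in RCC4 and 15.2% in SK-MEL-28 against 9.79, 12.1 and 11.2% of flanks (exact test, adjusted p = 0.00456, 0.00259 and 7.72e-15). AP-1 stood at 9.26, 9.19 and 10.7% of the same summits against 3.53, 3.66 and 3.47% of flanks (exact test, adjusted p = 3.96e-13, 3.02e-05 and 1.95e-88). CACGTG was found at 16.6% of aza-specific summits and 12.9% of those shared with vehicle (exact test, adjusted p = 2.45e-04), but it contains a HIF core motif and cannot be told from it by sequence. DMSO-specific summits held AP-1 in 14.3% of cases and aza-specific ones in 4.89% (exact test, adjusted p = 1.05e-04). FOXA was found at 7.86% of DMSO-specific and 1.57% of aza-specific summits (adjusted p = 1.07e-04, exact test). Their flanks differed in the same direction, at 3.57% and 1.36%. Against its own flanks neither class passed the threshold (exact test, adjusted p = 0.125 and 0.647). Median GC differed as well, at 46.5% for DMSO-specific and 61.3% for aza-specific regions.

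By the limits on fold that the study also used, MCF7-specific regions number 773 here. That is lower than the value quoted from the study above, and so is the count of SK-MEL-28-specific regions by these limits, given earlier. Shared regions by the same limits number 6157, which is close to the quoted value. The study took nearby read depth as the background, and the fold used here is that of the peak caller.

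Most tests below on SK-MEL-28 and on start sites were chosen before their results were seen, while the tests on aza depth and on ChIP efficiency, both comparisons made in reverse and the strength matches for MCF7 and RCC4, were chosen only after the result was seen.

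SK-MEL-28 has more specific regions than MCF7 and RCC4. With equal list sizes, their ratio to the larger other class was 1.103, against 4.918 without, so the longer list may account for the excess. Only presence was trimmed in this way. Absence was still called from the full lists, so list length was not fully equalised. The excess stood on 22 of 22 autosomes, so gains confined to some chromosomes do not account for the whole of it. That count used the full lists, and a contribution of gained chromosomes was not excluded. Sites missed in the shallower lists could not be told apart, because SK-MEL-28-specific regions had an A549 peak 0.1518 times as often as matched ones (95% interval 0.1419 to 0.1624, 11.86 against 78.12%), but the ratio was also low (0.2907, 0.2647 to 0.3164) for MCF7-specific regions, which the deeper SK-MEL-28 list lacks. List length, missed sites and a contribution of gained chromosomes stay open, and no biological explanation was tested.

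Aza-specific regions outnumber DMSO-specific ones in MCF7. Greater depth does not account for this, as the smaller aza library was 0.9742 times that of the vehicle and its ChIP library was smaller too (4.28 against 7.97 M tags). Peaks close to the threshold do not either, as the ratio rose from 11.82 to 56.5 at P of 1e-30 (339 against 6 regions). With equal list sizes the counts were 645 against 140 regions, but absence was still called from the full lists. These held 38484 aza and 19349 vehicle peaks at P below 1e-05, so list length was not fully equalised. A more efficient aza ChIP could not be told apart: aza-specific regions lay near start sites 0.4029 times as often as matched regions with a weak vehicle peak (95% interval 0.3679 to 0.4401, 24.89 against 61.79%), but so did DMSO-specific regions in the reverse comparison (0.3531, 0.2281 to 0.4836). An effect of aza itself, a difference in ChIP efficiency and the longer aza list stay open.

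Regions specific to 1 line lie away from start sites more often than shared regions. Strength does not account for it, because shared regions lay near start sites 6.831 times as often as SK-MEL-28-specific regions of matched strength (95% interval 5.398 to 8.941, 80.51 against 11.79%), 5.946 times as often as MCF7-specific ones (4.722 to 7.661) and 7.248 times as often as RCC4-specific ones (5.444 to 10.15). Unspecific signal at CpG-rich promoters alone does not either, as shared promoter summits held RCGTG 45.61 percentage points more often than unbound start sites with as many CpGs (42.89 to 48.33, 92.74 against 47.12%). Unbound start sites were those of genes without a promoter peak at P below 1e-05 in any human HIF1β list. Their windows were centred on the start site, not on a summit. The size of the difference depends on these choices, and a contribution of unspecific signal was not excluded. No group in the design corresponds to this pattern, and no biological explanation was tested.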
